# Single-cell mapping of DNA G-quadruplex structures in human cancer cells

**DOI:** 10.1038/s41598-021-02943-3

**Published:** 2021-12-08

**Authors:** Winnie W. I. Hui, Angela Simeone, Katherine G. Zyner, David Tannahill, Shankar Balasubramanian

**Keywords:** DNA, Next-generation sequencing, Genomics, Biological techniques, Epigenetics

## Abstract

G-quadruplexes (G4s) are four-stranded DNA secondary structures that form in guanine-rich regions of the genome. G4s have important roles in transcription and replication and have been implicated in genome instability and cancer. Thus far most work has profiled the G4 landscape in an ensemble of cell populations, therefore it is critical to explore the structure–function relationship of G4s in individual cells to enable detailed mechanistic insights into G4 function. With standard ChIP-seq methods it has not been possible to determine if G4 formation at a given genomic locus is variable between individual cells across a population. For the first time, we demonstrate the mapping of a DNA secondary structure at single-cell resolution. We have adapted single-nuclei (sn) CUT&Tag to allow the detection of G4s in single cells of human cancer cell lines. With snG4-CUT&Tag, we can distinguish cellular identity from a mixed cell-type population solely based on G4 features within individual cells. Our methodology now enables genomic investigations on cell-to-cell variation of a DNA secondary structure that were previously not possible.

## Introduction

Certain guanine-rich nucleic sequences can fold into four-stranded DNA secondary structures called G-quadruplexes (G4s), due to the ability of guanine to self-associate through Hoogsteen hydrogen bonding. Our invention of chromatin immunoprecipitation of G4s using a structure-specific antibody coupled with high-throughput sequencing (G4-ChIP-seq) allowed the genome-wide mapping of G4s^1^, and such studies support their involvement in vital cellular processes such as transcription, replication and genome stability^2^. Furthermore, using patient-derived tumour xenografts we showed that G4 signatures uncover transcriptional features and genome alterations in breast cancer, revealing predictable responses to G4 stabilising ligand treatment^3^. However, the averaging of ChIP-seq signals across a cellular population limits our understanding of the differences in chromatin structures between individual cells.

Single-cell (sc) methods^4–9^ have been developed to discern molecular variations and cell identity within cellular populations, which have enhanced our understanding of biology such as cell-type specification^10^ and intratumour heterogeneity^11^. Given G4s are fundamental features of genomic DNA, a method for profiling of G4s at the single-cell level would reveal the importance of G4s to cellular heterogeneity and how genome regulatory features relate to G4s in individual cells within a cellular population. Previously, imaging^12–14^ and cytometry^15^ studies of single cells showed that G4 formation is dynamic and cell-cycle dependent but precise genomic location and sequence context of G4s in individual cells were elusive. Here, we have adapted Cleavage Under Targets and Tagmentation (CUT&Tag)^6–8^ for G4s and applied it to map G4 locations at single-cell level, for the first time.

## Results and discussion

### CUT&Tag robustly maps G4s

First, we established G4-CUT&Tag using human chronic myelogenous leukaemia (K562) and osteosarcoma (U2OS) cell lines to demonstrate applicability of the method for both suspension and adherent cell lines. 

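In G4-CUT&Tag, the antibody fragment BG4 binds folded G4s in permeabilised cells and leads the Tn5 transposase to them, so that a pile of sequenced fragments marks a G4. K562 cells grow in suspension and derive from a chronic myelogenous leukaemia with erythroid and myeloid features, and U2OS cells are adherent and derive from an osteosarcoma. For 100,000 cells per library, the lists of G4 peaks from 3 biological replicates with 2 technical replicates each were analysed in both lines, together with 3 libraries per line that the labels give as prepared without the primary antibody. The authors called peaks in each library on its own with SEACR 1.3 on the human genome build hg38, and every deposited peak had a maximum signal of at least 8 fragments over 1 base. The authors' consensus was rebuilt as the regions present in both technical replicates and then in at least 2 of the 3 biological replicates, and the rebuilt regions had the same coordinates as the 18365 deposited regions of K562 and the 35452 of U2OS. The regions covered 24.8 Mb of the genome in K562, with a median length of 1191 bases, and 35.9 Mb in U2OS, with a median length of 884 bases. Technical replicates were combined before means, SDs and tests over replicates, so that n is the number of biological replicates. Counts of libraries with a peak at a gene, and height percentiles of genes, took each library on its own. Peaks were called shared when they had at least 1 base in common. The signal was not scaled to depth by the authors, as far as the sources used here state. It was used here to rank peaks within a library and, where stated, as a lower limit. The peak lists hold no read counts. The depth after removal of duplicates is therefore the paper's, from Supplementary Table S1, and ranged from 8987804 to 19122474 reads in the 6 K562 libraries and from 12277176 to 18913320 reads in the 6 U2OS libraries. Numbers of peaks are not scaled to depth unless stated.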

We employed buffers using potassium salts, rather than sodium, to mimic intracellular ionic conditions, since cation coordination with K^+^ can influence G4 stability^16^. 100,000 fixed permeabilised cells^17^ were incubated with a FLAG-tagged G4 structure-specific single-chain variable fragment (BG4)^12^. Next, a rabbit anti-FLAG secondary antibody followed by an anti-rabbit tertiary antibody were added followed by an adapter-loaded protein A-Tn5 transposome (with FLAG epitope removed, see Supplementary Information). Tagmentation was then performed with magnesium-induced activation of Tn5 to insert mosaic-end adapters at target sites. Tagmented fragments were subsequently enriched by PCR from purified genomic DNA, pooled and sequenced (Fig. 1a).

**Figure 1:**
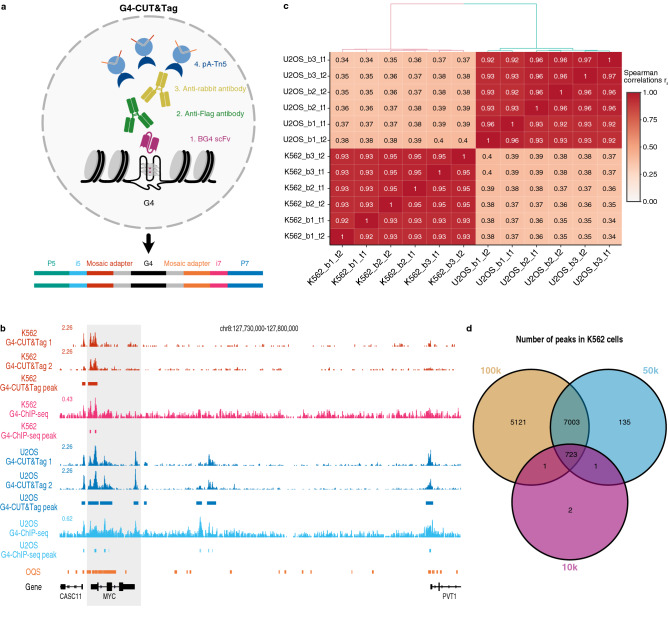
Characterisation of bulk G4-CUT&Tag. (**a**) Schematic diagram of G4-CUT&Tag workflow. Fixed permeabilised cells are incubated with the G4 structure-specific BG4 single-chain variable fragment (scFv), followed the secondary antibodies, and then adapter-loaded proteinA-Tn5 to enable the integration of adapters at G4 target loci for next-generation sequencing library preparation. (**b**) Example genome browser view of G4-CUT&Tag signals and G4 peaks called obtained from 100,000 K562 (red) and 100,000 U2OS (blue) cells with comparisons to published G4-ChIP-seq data^21^ (pink, light blue respectively), and sites that fold into G4 structures in vitro (called observed quadruplex sequences OQs, orange)^20^ Light grey shading highlights G4 peaks in the MYC locus. Gene annotations are shown in black below. (**c**) Hierarchical clustering of the Spearman correlation matrix for G4-CUT&Tag replicates. G4-CUT&Tag was performed on three biological replicates (b1, b2, b3) with two technical replicates (t1, t2) for 100,000 K562 and 100,000 U2OS cells. Spearman correlations between samples were computed at G4 peaks on read coverage normalised to library size. (**d**) Venn diagram showing the number of G4 peaks and their overlap from 100,000 (100 k), 50,000 (50 k) and 10,000 (10 k) K562 cells.

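At the MYC locus, both lines had G4 peaks over the promoter. MYC encodes a transcription factor that drives proliferation and lies on chromosome 8 from 127735434 to 127742951 of hg38. A peak at its promoter, taken as 1000 bases upstream to 100 bases downstream of a transcription start site, was called in 6 of 6 K562 and 6 of 6 U2OS libraries with BG4 and in 0 of 3 libraries without primary antibody in either line. The K562 consensus region ran from 127734946 to 127736550 and held 4 G4 motifs, written here as 4 runs of at least 3 guanines separated by loops of 1 to 7 bases on either strand. In U2OS one region ran from 127734944 to 127736735 and held 4 motifs, and a second, inside the gene, ran from 127736998 to 127739145 and held 3. The MYC promoter peak had a mean height percentile of 61.6 among the peaks of a K562 library and of 82.2 among those of a U2OS library (6 libraries each), so that many peaks stood above it in both lines. CASC11, a long non-coding RNA gene on the opposite strand, shares the MYC promoter region and had a promoter peak in 5 of 6 K562 and 6 of 6 U2OS libraries. PVT1, a long non-coding RNA gene downstream of MYC, had 3 U2OS regions at its start sites, from 127793691 to 127794969 at the first exon with 4 motifs, from 127853436 to 127855116 with 1 and from 127889680 to 127890643 with 0. At 1 or more of its start sites, 3 of 3 U2OS libraries without primary antibody also had a peak. In K562 the PVT1 regions lay at internal start sites, from 128044810 to 128045687 with 0 motifs and from 128048372 to 128049594 with 1 motif.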

G4 peaks were defined as local enrichment in G4-CUT&Tag data using the SEACR peak caller^18,19^ (see Supplementary Information), and showed high overlap (> 60%) with G4 structures identified in vitro in purified human genomic DNA (referred to as observed quadruplex sequences, OQs)^20^. 

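Peaks were called at 22951 ± 5973 places per biological replicate in K562 and at 43315 ± 9842 in U2OS (mean ± SD, n = 3 each). U2OS thus had 1.91-fold more peaks, and its lowest replicate, at 37074.5 peaks, lay above the highest K562 replicate, at 26952.5 (two-sided exact permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow). Counting only peaks with a maximum signal of at least 1 per 1000000 deduplicated reads, the ratio was 1.74-fold. Many peaks held a sequence able to fold into a G4. The motif was present in 56.8% ± 2.02 of K562 peaks and 37.4% ± 4.05 of U2OS peaks (SD, n = 3 each), against 13.6% ± 1.46 and 10.3% ± 0.864 of random places of the same length on the same chromosomes, and against 25.6% ± 1.01 and 18.6% ± 0.707 of the sequence flanking the peaks. The share in K562 was 19.4 percentage points higher than in U2OS, with the same smallest p of 0.1 from the exact permutation test. At promoters lay 54.8% ± 7.66 of the peaks of a K562 replicate and 32.7% ± 5.76 of those of a U2OS replicate (SD, n = 3 each). Of 19667 protein-coding genes, 10733 had a consensus region at a promoter in K562, 12168 in U2OS and 9987 in both. G4 peaks are rich in G and C, with 58.1% ± 1.81 GC in K562 and 53.7% ± 1.16 in U2OS. Random places matched to them on GC content held the motif in 51.7% ± 1.25 and 33.8% ± 3.14, so that peaks with a match exceeded them 1.06-fold and 1.05-fold. Only the stretch of maximum signal, which is short, was searched as an alternative, and the difference between the lines was then 2.63 percentage points. The in vitro set of quadruplex sequences was not used here.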

When compared to G4-ChIP-seq data, > 97% of G4-ChIP-seq peaks were seen in G4-CUT&Tag data in both cell lines^21,22^ (Fig. 1b and Supplementary Table S1). 

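The peaks of the BG4 libraries occupied a small part of the genome. In the 6 K562 libraries they covered 21.0 to 52.6 Mb, with a median maximum signal of 15 to 18 fragments, and in the 6 U2OS libraries they covered 39.2 to 67.9 Mb, with a median maximum signal of 14 to 17 fragments. The paper's Supplementary Table S1 places a fraction of 0.447 to 0.494 of the reads of these K562 libraries and of 0.482 to 0.580 of those of the U2OS libraries inside their peaks. Reads outside peaks were not analysed here.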

We observed low background, which is a characteristic of CUT&Tag data^6^, with the average fraction of reads in G4 peaks being above 40% (Fig. 1b and Supplementary Table S1). Technical and biological replicates showed high reproducibility (Spearman’s rank correlation coefficient, r_s_ > 0.9) within the same cell line (Fig. 1c). 

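Biological replicates of a line had more of their peaks in common than replicates of different lines. The Jaccard index, the number of bases shared by 2 peak sets over the number covered by either, was 0.541 on average between K562 replicates (lowest 0.497, highest 0.624, 3 pairs) and 0.569 between U2OS replicates (0.533 to 0.596, 3 pairs). Between a K562 and a U2OS replicate it was 0.289 (0.234 to 0.322, 9 pairs), so that every pair within a line lay above every pair between lines. Technical replicates reached 0.566 in K562 and 0.575 in U2OS (3 pairs each). For these, the peaks of single libraries were compared. A biological replicate was instead taken as the regions found in both of its technical replicates, so that the indices of the 2 kinds are not directly comparable. Counted as peaks with at least 1 base in common, 82.3% were shared within a line and 50.5% between lines. The mean index within lines exceeded that between lines by 0.266 (exact permutation test over the 10 splits of the 6 replicates, p = 0.1, the smallest it allows). Peak sets, and not the coverage behind the rank correlations of Fig. 1c, were compared.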

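Libraries prepared without the primary antibody had far fewer G4 peaks than libraries with BG4. K562 had 3594 ± 2023 peaks without it (mean ± SD, n = 3), and the BG4 libraries had 7.13-fold more (2.97-fold to 18.8-fold by replicate, 4.39-fold without replicate 3 and 11.1-fold without replicate 1). U2OS had 3499 ± 1169 (n = 3), and the BG4 libraries had 12.6-fold more (8.01-fold to 22.2-fold by replicate). Over both lines the ratio was 9.48-fold, or 3.25 on the log2 scale of the peak number plus 1 (exact permutation test within lines, two-sided, p = 0.005, the smallest its 400 permutations can give). When any 1 replicate was left out, p was 0.0556, the smallest then possible. The difference between the 2 lines in this ratio, 0.82 on the log2 scale, did not pass the test (exact permutation test, p = 0.31, n = 3). The peaks of these control libraries were not spread over the genome. In K562 98.8% ± 0.233 and in U2OS 97.7% ± 0.333 of them overlapped the BG4 consensus of the same line (SD, n = 3 each), and between 75.5% and 77.8% in K562 and between 66.8% and 71.3% in U2OS lay at promoters. A G4 motif was present in 72.3%, 72.9% and 67.7% of the control peaks in K562 and in 68.9%, 69.4% and 64.0% in U2OS. These shares were above the 56.8% and 37.4% of BG4 peaks. Of the BG4 consensus regions outside the control peaks of both lines, 45.7% held it in K562 and 28.5% in U2OS, against 75.0% and 70.5% of those overlapping them. The overlapping regions were also richer in GC, at 61.0% against 56.8% in K562 and 60.8% against 52.2% in U2OS. Relative to places of the same length matched on GC content, they held the motif 1.05-fold against 1.04-fold as often in K562. In U2OS it was 1.06-fold against 1.02-fold, so that little of the difference in raw shares remained. Control peaks reached 18.2% ± 9.44 of the K562 and 9.79% ± 3.40 of the U2OS consensus regions. Numbers of peaks, not library concentrations, were compared, and the depth of the control libraries is not given in the sources used here. The labels give these libraries as prepared without primary antibody, whereas the paper speaks of negative-control IgG, and whether the controls are the same is not stated there.

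**Figure D1:**
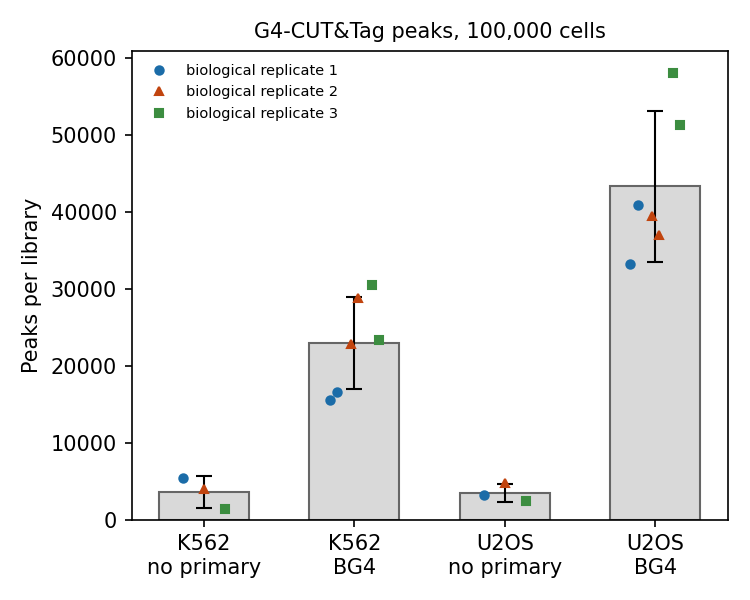
Number of peaks per library (vertical axis) with BG4 and without primary antibody in K562 and U2OS at 100,000 cells. Bars are means over 3 biological replicates, error bars are SD and points are single libraries. The K562 BG4 libraries lie between 15533 and 30507 peaks and those of U2OS between 33206 and 57988, whereas libraries without primary antibody lie between 1419 and 5419 in K562 and between 2461 and 4766 in U2OS.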

Compared to samples incubated with negative-control IgG antibodies, G4-CUT&Tag libraries had a higher library concentration, supporting G4 enrichment via antibody-directed tagmentation (Supplementary Fig. S1). We observed G4s unique to each cell line with 6161 (34%) of K562 and 23,072 (65%) of U2OS G4 peaks. 

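Regions found in K562 and not in U2OS numbered 6161 of 18365 (33.5%, Wilson 95% interval 32.9 to 34.2), and regions found in U2OS and not in K562 numbered 23072 of 35452 (65.1%, 64.6 to 65.6). Taken per biological replicate, the shares were 33.3% ± 6.94 and 65.5% ± 5.76 (SD, n = 3 each), and intervals cover counting error only. Genes of the blood lineage had promoter regions in K562 that U2OS lacked. Of 32 erythroid and myeloid genes, 17 had a promoter region in K562 alone, 1 in U2OS alone, 6 in both and 8 in neither, against 729 and 2180 of all other protein-coding genes in K562 alone and in U2OS alone (log2 odds ratio 5.12, adjusted p = 8.71e-09, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 9 lists, genes as units). TAL1 and LYL1, transcription factors of blood cell formation, and KEL, which carries a red cell blood group, had a promoter peak in 6 of 6 K562 and 0 of 6 U2OS libraries. Of the K562 libraries without primary antibody, 2 of 3 had a peak at TAL1, 2 of 3 at LYL1 and 0 of 3 at KEL. The alpha-type globin genes HBA1 and HBZ had one in 5 of 6 and 0 of 6 (0 of 3 and 1 of 3 without primary antibody in K562), whereas GATA1, a regulator of erythroid genes, had one in 1 of 6 K562 libraries. With only the 15000 highest peaks of each library, 10 genes of the list were in K562 alone and 0 in U2OS alone. The log2 odds ratio was then 3.46, and the list did not pass the threshold (adjusted p = 0.0569, Fisher's exact test).

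Of 32 mesenchymal and bone genes, 15 had a promoter region in U2OS alone, 0 in K562 alone and 9 in both (log2 odds ratio -3.42, adjusted p = 0.0751, Fisher's exact test), which passed the threshold only with the 15000 highest peaks (adjusted p = 0.000986). The osteoblast transcription factor RUNX2, the TGF-beta receptor gene TGFBR2 and the Hippo pathway effector gene YAP1 had a peak in 6 of 6 U2OS libraries and in 1, 0 and 0 of 6 K562 libraries. Of 39 HOX genes, which set position along the body axis, 14 had a promoter region in U2OS alone, 0 in K562 alone and 3 in both (log2 odds ratio -3.32, adjusted p = 0.0827, Fisher's exact test). Without replicate 1 the HOX genes had an adjusted p of 0.0217, and so had the ribosomal protein genes, at a log2 odds ratio of 2.64. With all replicates, 47 of 55 ribosomal protein genes, 28 of 30 cell cycle and replication genes and 30 of 30 DNA repair genes had a promoter region in both lines, and their adjusted p values were 0.973, 0.801 and 1. Of 18 oncogenes listed for a promoter G4, 12 were shared, 1 was in K562 alone and 3 in U2OS alone (adjusted p = 1, Fisher's exact test), and of 30 luminal breast genes 11 were shared and 3 were in each line alone (adjusted p = 0.398). Of 30 genes of other tissues, 29 had no region in either line and 1 had one in U2OS alone (adjusted p = 1, Fisher's exact test).

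A promoter peak in all K562 and in no U2OS library was found at 252 protein-coding genes, and the converse at 1109. The former were led by KLHL26, SUPT3H and GP1BB, a platelet glycoprotein gene, with mean height percentiles of 98.7, 97.7 and 97.5 within a K562 library. GP1BB lies on chromosome 22, in the stretch where regions found in K562 alone were most crowded, and all 3 genes also had a peak in 3 of 3 K562 libraries without primary antibody. The U2OS genes were led by SEPTIN10 and SOWAHC, neighbours that share a promoter (99.9), TRIM9 (99.8) and TIAM1, an activator of the GTPase RAC1 (99.6), and all 4 had a peak in 3 of 3 U2OS libraries without primary antibody. Most regions found in one line alone lay outside promoters. In K562 15.4% of them and 74.2% of the shared regions were at promoters, and in U2OS 11.4% and 73.6%. They were also shorter, with median lengths of 859 against 1360 bases in K562 and of 741 against 1277 in U2OS, and fewer of them stood above the median height, at 37.5% ± 17.9 against 75.2% ± 13.0 in K562 and 52.0% ± 15.8 against 85.7% ± 4.94 in U2OS (SD, n = 3). When each library kept its 15000 highest peaks, the shares of regions in 1 line alone were 38.7% in K562 and 41.1% in U2OS. From overlaps with in vitro G4s and G4-ChIP-seq peaks, reads in peaks, rank correlations and library concentrations, the paper concludes that G4-CUT&Tag is a robust and reproducible way to probe G4s over the genome.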

Taken together, our data shows that G4-CUT&Tag is a robust and reproducible technique to probe G4 structures at the genomic scale. Compared to conventional G4-ChIP-seq^23^, G4-CUT&Tag method does not require sonication and requires a 100-fold less cellular input (100,000 cells for G4-CUT&Tag and 1 × 10^7^ cells for chromatin preparation in G4-ChIP-seq^23^).

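For the experiment on cell number, libraries of 100,000, 50,000 and 10,000 K562 cells with BG4 were analysed, each with 2 biological replicates of 2 technical replicates, together with 2 libraries per cell number without primary antibody. This set is separate from the 100,000-cell libraries above. The authors called peaks in the same way and kept as consensus the regions found in both technical and both biological replicates, and the rebuilt consensus equalled theirs, with 12848, 8018 and 736 regions. The paper's Supplementary Table S1 gives 12730540 to 27101342 deduplicated reads per library at 100,000 cells, 9987588 to 13480998 at 50,000 and 4997196 to 10320204 at 10,000. Cell number and depth therefore fell together, and their effects are not separated.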

To profile G4s in situations where cell number is limiting, we performed G4-CUT&Tag on 50,000 and 10,000 K562 cells. 

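Fewer cells gave fewer peaks, and those that remained lay at the sites that were highest at 100,000 cells. The libraries held 20002 ± 2959 peaks at 100,000 cells, 11985 ± 3096 at 50,000 and 2502 ± 1568 at 10,000 (SD, n = 2 each). Of the 8018 consensus regions at 50,000 cells, 7882 lay inside the 100,000-cell regions (98.3%, Wilson 95% interval 98.0 to 98.6), and of the 736 at 10,000 cells, 733 did (99.6%, 98.8 to 99.9). Per biological replicate the shares were 99.4% and 94.0% at 50,000 cells and 99.5% and 99.3% at 10,000. Seen from the 12848 regions at 100,000 cells, 723 were found at both lower cell numbers, 7003 at 50,000 alone, 1 at 10,000 alone and 5121 at neither. The median height percentile among the 100,000-cell peaks was 79.7 ± 3.42 for those kept at 50,000 cells and 97.1 ± 0.877 for those kept at 10,000, against 29.1 ± 1.42 and 48.6 ± 0.642 for those lost (SD, n = 2). A G4 motif was present in 62.0% and 60.3% of the peaks of the 2 replicates at 100,000 cells, 67.1% and 64.2% at 50,000 and 70.9% and 73.5% at 10,000. The mean GC content of the consensus regions rose as well, at 61.6%, 63.7% and 66.2%. Relative to places matched on GC content, the consensus regions held the motif 1.04-fold, 1.02-fold and 0.960-fold as often, so that no rise remained. CNGA4 and HMGN1 had a promoter peak in 4 of 4 libraries at each cell number, while MYC had one in 4 of 4 at 100,000 and at 50,000 cells and in 0 of 4 at 10,000. In this set the libraries without primary antibody had 9256 and 6480 peaks on average at 100,000 and 50,000 cells, and 11 and 368 at 10,000, so that BG4 exceeded them 2.11-fold, 1.82-fold and 33.3-fold (n = 2 each). At 10,000 cells the 2 replicates gave 9.59-fold and 116-fold, the latter with the control of 11 peaks. Over the 3 cell numbers the ratio was 5.04-fold (two-sided exact permutation test within cell numbers, chosen after seeing the data, p = 0.00926, the smallest its 216 permutations can give), and 1.96-fold without the 10,000-cell libraries (the same exact test, p = 0.0556, the smallest of 36).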

While the total number of G4 peaks was lower, both cell profiles represented an almost complete subset of the 100,000-cell G4-CUT&Tag landscape (98% for 50,000 and 99% for 10,000 cells respectively), and had high specificity for G4s (> 85% overlap with OQs) (Fig. 1d and Supplementary Table S1).

### G4 mapping at the single-cell level

We next sought to deploy G4-CUT&Tag to profile G4s at the single-cell level using single nuclei (sn). We prepared two biological replicates of fixed nuclei from MCF7 breast adenocarcinoma and U2OS osteosarcoma adherent cell lines, as this enabled parallel processing under the same conditions thus allowing for a fair comparison of data obtained from different cell types. 

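MCF7 cells derive from an oestrogen receptor-positive breast adenocarcinoma and, like U2OS, grow attached. For single nuclei, the peak lists of 2 biological replicates of each line and of 1 library of mixed nuclei were analysed, next to bulk libraries of 50,000 MCF7 cells (2 biological replicates of 2 technical replicates, 7711 consensus regions, rebuilt as deposited) and of 10,000 nuclei of either line (2 libraries each). The authors called single-nuclei peaks with Cell Ranger ATAC 2.0.0 on GRCh38 from the reads of all barcodes of a library taken together, so that a peak describes the aggregate and carries neither a height nor the cells behind it. On the standard chromosomes there were 30163 and 19265 peaks in the U2OS replicates and 5510 and 5634 in the MCF7 replicates. The paper's Supplementary Table S2 gives 2089 and 2053 U2OS cells with medians of 1226 and 652 fragments, and 343 and 843 MCF7 cells with medians of 819 and 659 fragments. It places 26% and 24.9% of the U2OS fragments and 10.5% and 10.8% of the MCF7 fragments in peaks. MCF7 thus had fewer cells and fewer fragments in peaks, and its shorter peak list limits every comparison of the lines. Fragments and barcodes were not analysed here.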

Each set of nuclei was subjected to G4-CUT&Tag followed by single nuclei partitioning and barcoding using a 10X Genomics microfluidic platform (Fig. 2a). Using 10X Genomics Cell Ranger software, we obtained G4 profiles of an average of 593 MCF7 and 2,071 U2OS cells with a median of 739 and 939 unique fragments per cell, respectively (Supplementary Table S2). Compared to other studies, albeit in different cell types, we observed a greater number of median unique fragments per cell (~ 650–1200) compared to scCUT&Tag for transcription factors (< 300)^7^ but similar to that of H3K27me3 (~ 400–6000)^8^. The tracks of normalised read coverage from aggregated single cells correlate well (r_s_ > 0.8, Supplementary Fig. S2) with that of bulk G4-CUT&Tag from ~ 10,000 cells (Fig. 2b), confirming that snG4-CUT&Tag data recapitulates the observations from bulk G4-CUT&Tag. Also, there is high reproducibility between biological replicates of snG4-CUT&Tag experiment (r_s_ > 0.7, Supplementary Fig. S2). 

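Most single-nuclei peaks lay at sites also found in bulk cells. In U2OS 87.8% ± 6.73 of the peaks overlapped the bulk consensus of 100,000 U2OS cells, and 24.4% ± 5.69 that of MCF7 cells (SD, n = 2). In MCF7 68.4% ± 1.93 overlapped the bulk consensus of 50,000 MCF7 cells and 77.5% ± 1.21 that of U2OS, which holds more regions (n = 2). Against the bulk libraries of 10,000 nuclei, 96.6% ± 3.61 of the U2OS and 96.7% ± 2.32 of the MCF7 peaks were found in their own line (n = 2). In the nuclei libraries of the other line, 57.6% ± 18.9 of the U2OS and 85.3% ± 2.43 of the MCF7 peaks were found (n = 2). Those bulk libraries had 50831 and 79492 peaks in U2OS and 23218 and 55698 in MCF7, and so offer more sites to overlap. Peaks of both U2OS replicates that neither MCF7 replicate had, 11732 in number, were in the U2OS bulk consensus in 95.6% and in that of MCF7 in 12.5%. For the 422 such peaks of MCF7 the shares were 65.6% in their own bulk consensus and 12.3% in the other. The highest bulk sites were the ones seen again. Of the 10% of U2OS bulk regions with the highest signal, 97.4% were in both single-nuclei replicates, against 4.82% of the lowest 10%, and for MCF7 the shares were 85.6% and 6.87%. Overlaps of peaks, not correlations of coverage, were computed. The paper concludes from its correlation of aggregated single cells with bulk libraries that the single-nuclei data recapitulate the bulk observations.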

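The 2 U2OS replicates had 16719 regions in common, and the 2 MCF7 replicates had 3150. In bases the Jaccard index was 0.468 between the U2OS replicates and 0.356 between the MCF7 replicates, against 0.145 on average between the lines (0.123 to 0.168, 4 pairs). Over both replicates pooled 67.4% of the U2OS peaks were found in the other replicate, and 56.4% of the MCF7 peaks. The U2OS share was uneven, since 86.5% of the peaks of replicate 2 were in replicate 1 but 55.3% of those of the longer list of replicate 1 were in replicate 2. With 1 pair of replicates per line no test was run.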

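G4 motifs of 4 guanine runs with loops of up to 7 bases were present in 37.9% and 42.8% of the peaks of the U2OS single-nuclei replicates and in 54.2% and 52.7% of those of MCF7. The mean GC content was 54.4% and 56.3% in U2OS and 60.3% and 59.7% in MCF7. Relative to places matched on GC content, U2OS peaks held the motif 1.13-fold and 1.10-fold as often. For MCF7 peaks it was 1.06-fold in both replicates, so that the higher raw share of MCF7 did not remain. Promoters held 33.4% and 41.7% of the U2OS peaks and 62.1% and 60.4% of the MCF7 peaks. The peaks found in both replicates marked the promoters of 8193 protein-coding genes in U2OS and of 2585 in MCF7. Genes with promoter peaks in both U2OS replicates and in no MCF7 replicate numbered 3805. They were led, by the height of their bulk peak, by UGDH, an enzyme that makes UDP-glucuronic acid, which also had a promoter peak in 4 of 4 bulk MCF7 libraries and in 3 of 3 U2OS libraries without primary antibody. The converse held for 66 genes, led by BCAS1, KLHL26 and LLGL2, a gene of cell polarity. Neither the in vitro quadruplex set nor the G4-ChIP-seq peaks were used here.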

Single-cell G4 peaks (local enrichments called by Cell Ranger from aggregated single-cell profiles), showed good overlap with OQs and ensemble G4-ChIP-seq maps (Supplementary Table S2). These observations confirm the veracity of snG4-CUT&Tag to probe G4 landscapes in individual cells with high specificity and reproducibility.

**Figure 2:**
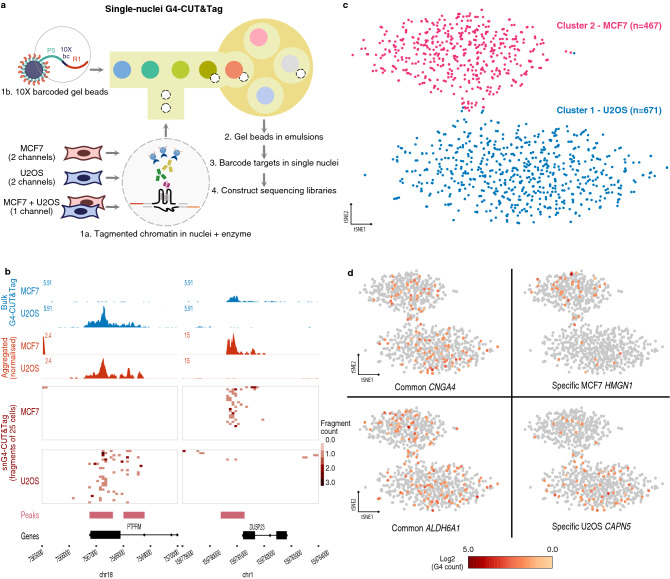
Characterisation of single-nuclei G4-CUT&Tag. (**a**) Schematic diagram of single-nuclei G4 CUT&Tag (snG4-CUT&Tag) workflow. In fixed nuclei, G4-CUT&Tag is used to integrate adapters at G4 sites. Single intact nuclei are then partitioned with barcoded gel beads to index tagmented fragments from individual nuclei using a 10X Genomics Chromium platform with Next GEM Single Cell ATAC Reagents Kits (see “Methods”). (**b**) Two example G4 landscapes in the human genome generated by G4-CUT&Tag. Blue genomic tracks: normalised read coverages of bulk G4-CUT&Tag libraries (50,000 MCF7 cells and 100,000 U2OS cells); red genomic tracks: normalised signals from aggregated snG4-CUT&Tag libraries; dark red tiles: top 50 single nuclei based on the total number of fragments in the genomic region; pink: Cell Ranger peaks called; black: gene annotations. (**c**) Clustering of snG4-CUT&Tag data reveals two groups in mixed U2OS and MCF7 sample. t-SNE plot showing dimensionality reduced snG4-CUT&Tag data from mixed cell lines with 671 imputed U2OS (blue) and 467 imputed MCF7 (red) cells. (**d**) Graphical representation of G4 distribution across promoter G4 peaks in single cells. As in (**c**) for each t-SNE plot, the top cluster represents individual MCF7 cells while the bottom cluster represents individual U2OS cells. Each dot shows example data covering single U2OS or MCF7 cells for the indicated genes. Grey colouring indicates that no G4 is detected in that cell for Cell Ranger-called promoter peak(s) (1000 bases upstream or 100 bases downstream from the TSS) of the specified genes while orange to red shading quantifies the number of G4s (i.e. pA-Tn5 cut sites) detected in a single cell at the promoter peak(s) of the specified gene. Two example genes (*CNGA4* and *ALDH6A1*) are shown where the G4 promoter peaks are observed in common in the two cell lines, and two example genes (*CAPN5* and *HMGN1*) are shown in which the with G4 promoter peaks specific to only one cell line.

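PTPRM and DUSP23 show opposite patterns in the 2 lines. PTPRM encodes a receptor-type tyrosine phosphatase of cell contacts and lies on chromosome 18 from 7566782 to 8406861 of hg38. Its promoter had a peak in 6 of 6 bulk and 2 of 2 single-nuclei libraries of U2OS and in 0 of 4 bulk and 0 of 2 single-nuclei libraries of MCF7. The U2OS region from 7566443 to 7568826 held 8 G4 motifs, and no library without primary antibody had a peak there in U2OS (0 of 3). DUSP23, a dual-specificity phosphatase gene on chromosome 1 from 159780932 to 159782543, had a promoter peak in 4 of 4 bulk and 2 of 2 single-nuclei libraries of MCF7 and in 0 of 6 and 0 of 2 of U2OS. Its MCF7 region from 159780589 to 159781408 held 1 motif. Both genes had a peak in 6 of 6 K562 libraries.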

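CNGA4, a subunit of a cyclic nucleotide-gated channel, and ALDH6A1, a mitochondrial aldehyde dehydrogenase, had promoter peaks in 2 of 2 single-nuclei replicates of U2OS and 2 of 2 of MCF7, in 6 of 6 bulk libraries of 100,000 U2OS cells and in 4 of 4 of 50,000 MCF7 cells. The CNGA4 region lay on chromosome 11 from 6233909 to 6235688 in U2OS and held 0 G4 motifs, and the ALDH6A1 region lay on chromosome 14 from 74083837 to 74085646 and held 2. CAPN5, which encodes a calpain protease, had a promoter peak in 2 of 2 U2OS and 0 of 2 MCF7 single-nuclei replicates. In bulk it had one in 6 of 6 U2OS and in 4 of 4 MCF7 libraries, at mean height percentiles of 99.6 in U2OS and 58.4 in MCF7, and the MCF7 region on chromosome 11 from 77066341 to 77067541 held 4 motifs. HMGN1, which encodes a nucleosome-binding protein, had a promoter peak in 2 of 2 single-nuclei replicates of each line and in the same 6 and 4 bulk libraries. Its mean height percentile was 96.6 in MCF7 and 70.2 in U2OS bulk libraries, and the region on chromosome 21 from 39348616 to 39350064 in MCF7 held 2 motifs. Libraries without primary antibody had a promoter peak at ALDH6A1 in 3 of 3 U2OS and 3 of 3 K562 libraries, at CNGA4 in 2 of 3 of each, at CAPN5 in 1 of 3 and 0 of 3, and at HMGN1 in 0 of 3 and 3 of 3. A peak list of the aggregate tells whether a site was called in a line, not in how many of its cells.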

### snG4-CUT&Tag readily resolves cell identity in a mixed cell population

We next explored whether snG4-CUT&Tag could distinguish cell types based on single-cell G4 profiles. We mixed tagmented MCF7 and U2OS nuclei in a 1:1 ratio and subjected them to single nuclei partitioning and sequencing. 

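The library of mixed nuclei gave 17956 peaks on the standard chromosomes, and the paper's Supplementary Table S2 gives 1138 cells with a median of 1198.5 fragments. The authors called these peaks on all its cells together, in the same way as for the unmixed nuclei, and they were compared here with the peaks of the U2OS and MCF7 replicates by overlap of at least 1 base. Motifs were present in 45.9% of them. Sites of both lines were found in the mixture. Of its peaks, 9542 overlapped peaks of U2OS nuclei alone (53.1%, Wilson 95% interval 52.4 to 53.9), 716 peaks of MCF7 nuclei alone (3.99%, 3.71 to 4.28), 5379 peaks of both lines (Wilson 95% interval 29.3% to 30.6%) and 2319 neither (12.9%, 12.4 to 13.4). Clusters of cells were not analysed here, since a peak list holds no barcodes.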

Two distinct clusters of cells (n = 467 and 671) were observed after dimensionality reduction using latent sematic indexing followed by graph-based clustering and visualization via t-SNE projection, using the 10X Genomics Cell Ranger ATAC pipeline (Fig. 2c). For the aggregated single-cell profiles of each cluster, through hierarchical clustering with aforementioned bulk G4-CUT&Tag and snG4-CUT&Tag dataset, we imputed the cell identity of the two clusters and successfully resolved them as either MCF7 or U2OS cells (Supplementary Fig. S2).

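Sites that marked one line recurred in the mixture for both lines. Peaks found in any U2OS replicate and in no MCF7 replicate numbered 26827, and 35.6% of them were in the mixed library, as were 33.2% of the 2140 peaks found in any MCF7 and no U2OS replicate. Of the peaks in both replicates of a line and in no replicate of the other, 57.8% of the U2OS and 65.2% of the MCF7 peaks were in it. The bulk consensus of U2OS contained 86.1% of the peaks of the mixed library, that of MCF7 35.0%, and either of them 88.6%. BCAS1 and DUSP23, with single-nuclei promoter peaks in MCF7 alone, and PTPRM and CAPN5, with such peaks in U2OS alone, each had one in the mixed library. The study picked BCAS1, DUSP23 and PTPRM on the mixed library itself (Supplementary Table S3), so that their peaks there are not independent evidence. When a peak had to be in both replicates of a line, 13.9% of the mixed peaks matched both lines and 33.3% neither, so that these shares depend on how many replicates a site must be found in. The paper assigned the clusters to the lines by hierarchical clustering of their aggregated profiles with bulk and single-nuclei libraries, and states that the lines were resolved.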

As many G4s are found in promoters of active and amplified genes^3^, we next investigated if we could observe any difference between the two clusters based on promoter G4 peaks called by Cell Ranger. 

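Genes that the study picked in the MCF7 cluster had promoter G4s in MCF7 libraries that were not part of that choice. Of the 45 genes of the MCF7 list in Supplementary Table S3 that matched the annotation, 26 had a promoter peak in both MCF7 and not in both U2OS single-nuclei replicates, 0 the converse, 3 in both lines and 16 in neither. Of 37 genes of the U2OS list, 31 had one in U2OS alone and 0 in MCF7 alone (log2 odds ratio 11.71, two-sided Fisher's exact test, p = 8.18e-17). The study chose both lists on the mixed library, which held a promoter peak at 44 of the 45 and 36 of the 37 genes, and that library is not independent evidence. In the paper's table, 14 of 50 MCF7 genes (28%) and 4 of 50 U2OS genes (8%) had a copy number value above 1.5. The scale is log2(relative to ploidy + 1), so that 1.5 is not a number of copies. A value was given for 42 and 34 of the genes, and 33.3% and 11.8% of those lay above 1.5.

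BCAS1, named for its amplification in breast cancer, lies on chromosome 20 from 53936777 to 54070594 of hg38. It had a promoter peak in 4 of 4 bulk and 2 of 2 single-nuclei libraries of MCF7 and in 0 of 6 and 0 of 2 of U2OS. Its main MCF7 region, from 54062612 to 54072734, was 10123 bases long and held 2 G4 motifs. Both motifs lay outside the promoter, 5207 and 2378 bases from the nearest transcription start site. BRIP1, a DNA helicase gene of the Fanconi anaemia pathway on chromosome 17 from 61679139 to 61863559, had a promoter peak in 6 of 6 bulk libraries of 100,000 U2OS cells, 4 of 4 of 50,000 MCF7 cells and 2 of 2 single-nuclei libraries of each line. Its mean height percentile was 99.7 in MCF7 and 90.8 in U2OS bulk libraries. Around some of the 14 genes, MCF7-only regions were dense beyond the listed promoters. In 8 windows reaching 1 Mb to either side of the 14 genes, 20.2 Mb in all, 79.8% of the bulk regions found in 1 of the 2 lines alone were MCF7 regions, which left 166 to U2OS. The 26 windows around the other listed genes with a copy number held 40 MCF7 and 685 U2OS regions (5.52%, odds ratio 67.7, two-sided Fisher's exact test, p = 3.66e-217). Of the 8 windows, 4 held most of the MCF7-only regions, and the other 4 held 13 MCF7-only and 54 U2OS-only regions. Regions of a window are not independent. With windows as units, a test chosen after seeing the data, the median share outside the listed promoters was 60.9% (5.56 to 95.3, n = 8) against 3.52% (0 to 25, n = 26; exact rank-sum test, p = 0.000108), and with those promoters 60.8% against 6.97% (p = 0.000358). The G4 motif was present in 17.7% of the MCF7-only regions of these windows and in 47.5% of the MCF7-only regions elsewhere, and MCF7 peaks without primary antibody also lay in these windows more often than those of U2OS (3.47% against 0.702%). Of the MCF7-only regions in these windows 14.0% overlapped such a control peak of MCF7, against 43.5% of the MCF7-only regions elsewhere.

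**Figure D2:**
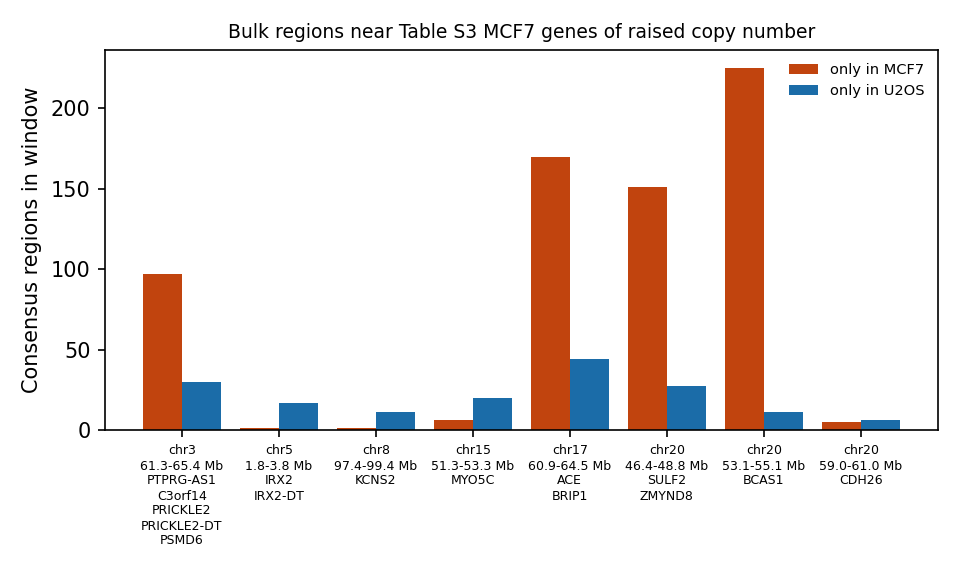
Number of bulk consensus regions (vertical axis) found in MCF7 alone and in U2OS alone in each of the 8 windows around genes with a copy number value above 1.5 on the paper's log2 scale, one pair of bars per window. Regions at the listed promoters were left out of both lines first. A region therefore counts as found in 1 line alone when no remaining region of the other line overlaps it, even where a left-out region does. The window of BCAS1 holds 225 MCF7-only and 11 U2OS-only regions, that of BRIP1 170 and 44, that of ZMYND8 151 and 27 and that of PRICKLE2 97 and 30, whereas the other 4 windows together hold 13 and 54.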

For the MCF7 cluster, we found that 28% of the top 50 differentially enriched promoter G4 peaks were associated with genes, such as *BCAS1* and *BRIP1*, showing increased copy number (log2(relative to ploidy + 1) > 1.5, Supplementary Table S3)^24^. This result from unsupervised single-cell analysis is consistent with earlier observations of G4s in amplified regions in breast cancers^3^.

### snG4-CUT&Tag reveals cell-to-cell variation of G4 formation

We further investigated the cell-to-cell variation of G4 formation within each cluster by quantifying the number of cells displaying a G4 structure at a given genomic locus within each cell type. We counted the number of supporting cells, defined as a cell having at least one unique read identified per G4 peak called by MACS2, for both U2OS and MCF7 clusters independently (Supplementary Fig. S3a,b). We found that G4 peaks with a higher number of supporting cells tended to be common to both cell lines, whereas G4 peaks with fewer supporting cells tend to be cell line-specific (Supplementary Fig. S3a,c). However, data from many more cells may be needed to further validate this observation. Nevertheless, our snG4-CUT&Tag data showed variable frequency of G4s at certain loci within a cell population (Fig. 2d). Such findings provide a snapshot the co-occurrence of G4s in individual cells thus providing information previously unobtainable by ensemble measurements.

### Implications of snG4-CUT&Tag findings

This study is the first example that we are aware of that has mapped DNA secondary structure at single-cell level. The separation of cell types by snG4-CUT&Tag demonstrates that the pattern of G4s reflect cellular identity right down to the single-cell level. We observe gene-specific incidence of G4s in sub-populations of cells, previously inaccessible by ensemble measurements. In future, snG4-CUT&Tag will be applied to a variety of sample types and cell states, to provide more insights into the roles of DNA secondary structures in biology. Potential applications of the approach include the determination of cellular heterogeneity in tumour cell populations and also biological changes during developmental processes and disease states. Moreover, we envisage that the incorporation of G4s into single-cell multimodal omics approaches will provide a more complete understanding of how chromatin structure and gene expression are regulated at individual loci^25,26^.

## Methods

Procedures to prepare BG4 scFv antibody and transposome and detailed experimental and analysis protocol of bulk G4-CUT&Tag are described in the Supplementary Information.

### Single-nuclei G4-CUT&Tag

The single-nuclei (sn) CUT&Tag protocols described in Bartosovic et al*.*^7^ and Wu et al*.*^8^ were modified to allow profiling of G4 DNA secondary structures in single nuclei. To prepare fixed nuclei, cells were harvested, counted and centrifuged for 5 min at 250×*g* at room temperature. Aliquots of cells (1,000,000 cells per reaction) were resuspended in 0.1% formaldehyde in PBS for 2 min at room temperature and quenched with glycine to a final concentration of 0.075 M. Fixed cells were centrifuged at 1300×*g* at 4 °C for 4 min and resuspended in 1 mL NE1 buffer (20 mM HEPES pH7.5, 10 mM KCl, 0.5 mM spermidine, 0.1% Triton X-100, 20% glycerol in nuclease-free water with a Roche Complete Protease Inhibitor EDTA-Free tablet) for 10 min on ice to release nuclei^27^. Nuclei were harvested by centrifugation at 1300×*g* at 4 °C for 4 min, washed once with 1 mL PBS and resuspended in 500 µL 1% BSA antibody buffer (2 mM EDTA, 1% BSA, 0.05% digitonin, 20 mM HEPES pH7.5, 150 mM KCl, 0.5 mM spermidine in nuclease-free water with a Roche Complete Protease Inhibitor EDTA-free tablet). Nuclei were checked for integrity and counted by staining with trypan blue using hemocytometer. The following wash steps were performed using centrifugation at 4 °C for 3 min at 600×*g* in a swinging bucket rotor, and then at 4 °C for 3 min at 300×*g* following the third antibody incubation step. 500,000 fixed nuclei in 1% BSA antibody buffer were transferred to 0.2 mL Lo-retention tubes (Axygen, AXY2034) and washed twice with 200 µL 1% BSA antibody buffer. Nuclei were resuspended in 50 µL 1% BSA antibody buffer and incubated at 25 °C for 1 h at 600 rpm. 2 µL of 5.4 µM BG4 antibody was added and incubated in the cold room overnight at 600 rpm. Nuclei were then washed twice with 100 µL dig-wash buffer (0.05% digitonin, 20 mM HEPES pH 7.5, 150 mM KCl, 0.5 mM spermidine in nuclease-free water with a Roche Complete Protease Inhibitor EDTA-free tablet) and resuspended in 50 µL dig-wash buffer. 2 µL of rabbit anti-FLAG antibody (Cell Signaling Technology Cat# 2368, RRID:AB_2217020) were added and samples incubated at 25 °C for 1 h at 600 rpm. Nuclei were washed twice with 100 µL dig-wash buffer and resuspended in 50 µL dig-wash buffer before adding 0.5 µL of anti-rabbit antibody (Antibodies-Online Cat# ABIN101961, RRID:AB_10775589) and incubating at 25 °C for 1 h at 600 rpm. Nuclei were then washed three times with 100 µL Dig-300 buffer (0.01% digitonin, 20 mM HEPES pH7.5, 300 mM KCl, 0.5 mM spermidine in nuclease-free water with a Roche Complete Protease Inhibitor EDTA-free tablet) and incubated in 1:250 dilution of pA-Tn5 in 50 µL Dig-300 buffer at 25 °C for 1 h at 600 rpm. Nuclei were washed three times with 100 µL Dig-300 buffer and tagmentation activated by incubation in 100 µL tagmentation buffer (10 mM MgCl_2_ in Dig-300 buffer) at 37 °C for 1 h in thermocycler and mixed every 10 min. After tagmentation, BSA was added to a final concentration of 1% and samples centrifuged at 4 °C for 3 min at 600×*g*. Nuclei were washed twice with 1× diluted nuclei buffer (10X Genomics, 2000207) with 1% BSA by centrifugation at 4 °C for 3 min at 600×*g* and resuspended in 25 µL 1× diluted nuclei buffer on ice. Nuclei were again counted and checked for integrity using trypan blue staining and a hemocytometer. To barcode tagmented regions in single nuclei, the Chromium Next GEM Single Cell ATAC Reagents Kit v1.1 (10X Genomics, 1000175) was used according to the manufacturer with the following modifications. In step 1, 5 µL of nuclei suspension (at about 2500 nuclei/µL) in 1X diluted nuclei buffer (10X Genomics, 2000207) were mixed with 7 µL of ATAC buffer (10X Genomics, 2000193) and 3 µL of low TE but the isothermal incubation was omitted. All the remaining steps from step 2 were performed as per the manufacturer’s instructions. Libraries were sequenced on a NextSeq 500 sequencer (Illumina) with a paired-end format of 50 bp × 2 using the High Output kit (Illumina, FC-404-2002).

### Single-nuclei G4-CUT&Tag data processing

#### Fastq alignment

Two libraries for each cell line (MCF7 and U2OS) and one library of mixed MCF7 and U2OS cells (referred to as “real” mixed) were prepared and sequenced on an Illumina NextSeq 500 instrument. After quality control with FastQC, fastq files were processed using the count function of the 10X Genomics Cell Ranger ATAC software package (cellranger-atac-2.0.0). Reads were aligned to the hg38 genome reference. Artificially mixed fastq files were also generated by mixing one replicate of MCF7 and one replicate of U2OS that were sequenced together. Cell Ranger ATAC identified peaks on bulk data and identified cells (MCF7:343 and 843 cells; U2OS: 2089 and 2053 cells) with median high-quality fragments per cell ranging between 652 and 1226 (see Supplementary Table S2). For the mixed cell samples (real and artificial), Cell Ranger ATAC performed dimensionality reduction; subsequent clustering (graphclust) identified two distinct clusters for each case. The outcome of the Cell Ranger ATAC clustering was also recapitulated using Seurat and Signac R packages. H5 files, fragment files and singlecells files generated by Cell Ranger ATAC were used for analysis in R.

#### Single cell and bulk comparisons

With the output from the graphClust clustering step (where barcodes are paired to each of identified clusters) and the possorted bam file (position-sorted barcode-corrected aligned reads), sinto (sinto filterbarcodes) was used to filter reads and generate a bam file for each cluster with reads belonging to the clustered barcodes. The resulting bam files were used to generate signal tracks (bigwig) scaled to the total number of reads and to identify peaks using macs2 (-p 1e−5 -nomodel -extsize 147); peaks were additional filtered by qvalue (− log10(qvalue) ≥ 800).

#### Single-cell aggregate and cluster cell-identity analysis

To determine cell identity of each single-cell cluster, an unsupervised clustering analysis on the G4 signal was performed. First, the consensus G4 regions observed in U2OS and MCF7 in bulk G4-CUT&Tag were merged to create a reference genomic set. Next, the signals for each single-cell aggregate cluster bam (2 clusters for each mixed case, in total 4 clusters), all individual single cells libraries (2 replicate for each cell lines, in total 4 libraries) and bulk samples (independently sequenced, 2 replicates for each cell lines, in total 4 libraries) were estimated for the previously defined reference set. The G4 signal was calculated as pileups at the genomic loci considered (39,040 regions) and normalised by total number of reads obtaining reads per million mapped reads (RPMs). RPMs were used to compute pairwise Spearman correlations across all libraries. A matrix of 12 columns (libraries) and 39,040 rows (G4 loci) was subjected to z-score transformation and values above the 75th quantile were fixed to the 75th quantile value. The resulting matrix was rescaled between 0 and 1, where 0 indicates low and 1 high G4 signal, and clustered by CLARA (Clustering Large Application, an extension of the K-medoid PAM, K = 4).

#### G4 loci supporting cells

Barcodes of the clustered cells (graphClust output) were used with the fragment file to generate a file of fragment file per cluster. Next, for each individual cluster MACS2 peaks obtained from the aggregated bam data were compared to corresponding cluster fragment file (bedtools intersect). G4 regions were annotated by reporting how many barcodes showed one or more fragments that overlap the region (groupBy -g 1,2,3,4 -c 14 -o count_distinct) resulting in one bed file for each cluster containing the G4 coordinates and the number of barcodes (cells) supporting each locus. The two bam files were intersected to generate a list of overlapping regions and the set of regions specific for each cluster resulting in three separate beds. For each group, the global distribution of the numbers-of-cell support across the G4 loci and the top 25% supported loci were extracted and used for the subsequent characterisation.

#### Enriched promoter G4 peaks and copy number status

With the use of the Significant Features Tool (10X Genomics Loupe Browser 5.0.1), the number of cut sites at Cell Ranger peaks at promoter (1000 bases upstream or 100 bases downstream from the TSS) between U2OS and MCF7 clusters in the mixed sample was computed and the top 50 differentially enriched promoter peaks (absolute log2FC > 0.6 and p-value < 0.05) was identified. The list was compared against DepMap gene level copy number data (log2(relative to ploidy + 1))^24^ of each cell line.

## Supplementary Information

Supplementary Information 1.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE181373 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181373).

## Code availability

Scripts and general codes for G4-CUT&Tag data analysis are available at https://github.com/sblab-bioinformatics/BG4_CUT_and_Tag_sc.

How the deposited data were processed for this re-analysis (not part of the article)

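Lists of G4 peaks from 56 libraries of G4-CUT&Tag were analysed, of which 39 had BG4, 16 had no primary antibody and 1 had a condition on which its label and the name of its file differ. The lines were K562, U2OS and MCF7, at 100,000, 50,000 or 10,000 cells or nuclei, and 5 of the libraries held single nuclei. Samples were mapped to line, cell number, antibody and replicate from the labels, and the mapping was checked against Supplementary Tables S1 and S2. For the 28 libraries that Table S1 lists, the number of peaks equalled the table in 28. The library of unknown condition entered no comparison.

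For bulk libraries, the authors called peaks per library with SEACR 1.3 on hg38. The labels name FastQC, cutadapt, BWA, SAMtools, Picard and bedtools without their roles or versions. Each deposited peak has a position, a total signal and a maximum signal, which are the sum and the highest value of fragment coverage over the peak. The authors did not scale this signal to depth as far as the sources used here state. The name of the files gives a threshold of 0.05 in stringent mode, and the lowest maximum signal in any deposited list was 8. The authors built consensus regions over replicates. For single nuclei, the authors called peaks with cellranger-atac 2.0.0 on GRCh38 over all barcodes of a library, and these lists hold positions alone. No read counts or barcodes were used, and no model of counts was fitted. The depth given is the paper's, from Tables S1 and S2, and no depth is given there for libraries without primary antibody or for those of 10,000 bulk nuclei.

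Peaks were compared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, figures were drawn with matplotlib 3.10.9, and interval operations were checked against bedtools 2.31.1, with equal results in 4 of 4 checks. Overlap meant at least 1 base in common. Peaks on chromosomes 1 to 22, X and Y and on the mitochondrial chromosome of the hg38 sequence were used, and no peak ran past the end of a chromosome. Shares of peaks with a motif, and those of their random, flanking and GC-matched places, were taken on chromosomes 1 to 22 and X. These hold 18350 of the 18365 K562 consensus regions. For means, SDs and permutation tests over replicates, technical replicates were combined first, and the biological replicate was the unit. Counts of libraries with a peak at a gene, and height percentiles of genes, took each library on its own. The labels give replicates as biological, and nothing in the sources used here says how their cultures were separated. The p values of permutation tests therefore measure the spread between these samples. Fisher's exact tests took genes or regions as units, and the rank-sum test took windows. Their p values contain no spread between samples. Numbers of peaks were compared as log2 of the number plus 1 by exact permutation. With 3 replicates against 3 the smallest two-sided p is 0.1. Shares of regions have Wilson 95% intervals, which cover counting error only.

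Promoters reached from 1000 bases upstream to 100 bases downstream of each transcription start site of the 19667 protein-coding genes of GENCODE release 44, as in the paper's methods, although that release may not be the annotation of the authors. The G4 motif was 4 runs of at least 3 guanines with loops of 1 to 7 bases on either strand. Its share was set against 10 random places per region with the same length and chromosome, against the flanks, and against places within 5 percentage points of GC content. The motif search found 500 of 500 planted motifs.

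The settings, the 9 gene lists and the rule for named genes were fixed before the data were examined. The lists hold erythroid and myeloid genes, mesenchymal and bone genes, luminal breast genes, oncogenes listed for a promoter G4, ribosomal protein genes, cell cycle and replication genes, DNA repair genes, HOX genes and genes of other tissues. Lists were tested with a two-sided Fisher's exact test of genes with a promoter region in 1 line alone, list against all other genes, and adjusted over the 9 lists by Benjamini-Hochberg, with 0.5 added to each cell for the odds ratio. On simulated data with the 19667 genes of the K562 and U2OS comparison, a list with 12 of 30 members moved to K562 alone was found in 200 of 200 sets, and 2 of 1600 unchanged lists were called. Lists moved to U2OS alone, where more genes lie, and the MCF7 comparison were not simulated. This recovery therefore does not extend to them. The text names every gene of the paper's text and figures, members of a list where the list is described, and up to 10 genes per line with a promoter peak in every library of that line and none of the other, ranked by mean height percentile. The paper's Table S3 had been seen when the rule was written. Of its 50 genes per line, 45 and 37 matched the annotation by symbol. Windows of 1 Mb to either side of the Table S3 genes of MCF7 were split at a copy number value of 1.5 on the paper's log2 scale, which is the paper's limit. Regions at promoters of listed genes were left out of both lines before line-only regions were counted in windows.

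Alternatives were a maximum signal of at least 16, or of at least 1 per 1000000 deduplicated reads, the 15000 highest peaks per library (9000 where MCF7 was compared), a larger overlap, regions of the other line widened by 500 bases, presence in all replicates, other promoter and window sizes, loops of up to 12 bases, matching on GC content, the replicate number as a block, and leaving out each replicate. Windows as units, with and without the listed promoters, line-only regions called before those promoters were left out, each window left out, matching on region length and the permutation over cell numbers in the titration were chosen after seeing the data.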

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

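The motif shares in windows of raised copy number, the comparison with windows as units, the leaving out of windows and the matching on region length were tests chosen after the results had been seen. In 24 comparisons of libraries within groups of 4 to 6, on number, length, coverage and height of peaks, 0 libraries stood apart by Dixon's criterion.

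The peaks of libraries without primary antibody lay at BG4 regions. The paper compares library concentrations with negative-control IgG samples and does not report peaks of controls in the text used here, and whether the 2 kinds of control are the same is not stated there. In K562 98.8% and in U2OS 97.7% of these peaks were inside the BG4 consensus of the line (n = 3 each), against 2.42% and 3.39% of random places. Reads carried over from the other line in a sequencing pool would strike its line-only regions as well as its shared ones. Among the 10% highest regions, the line-only K562 regions were struck by U2OS control peaks 0.0480 ± 0.0316 times as often as the shared ones, and those of U2OS were not struck at all by K562 control peaks, which argues against this source. Reads carried over from BG4 libraries of the same line cannot be told apart from tagmentation that needs no primary antibody, since regions struck and not struck differed at matched BG4 height by -4.25 ± 3.55 percentage points in promoter share in K562 and by 2.12 ± 2.77 in U2OS, and any signal that follows BG4 height would give small differences. With length matched too, the differences were -5.93 ± 2.51 and -2.34 ± 2.88. Regions struck held a motif more often, by 6.02 ± 3.53 points in K562 and 11.6 ± 3.39 in U2OS, and with length matched too by 1.46 ± 1.97 and 3.85 ± 2.82. GC content was not matched in these comparisons. No biological explanation was tested.

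Around the genes of raised copy number in MCF7, 79.8% of the regions found in MCF7 or U2OS alone were MCF7 regions, outside the promoters that the paper lists. These windows held 44.4% of all 1476 such regions of MCF7. A candidate explanation is that additional DNA copies raise the signal of any site, with or without a G4. As this explanation needs, 17.7% of the MCF7-only regions there held a G4 motif, near the 18.5% of random places of the same length and chromosome and the 16.8% of the flanks, and below the 47.5% of MCF7-only regions elsewhere (two-sided Fisher's exact test, p = 2.59e-34), and MCF7 peaks without primary antibody were enriched there over those of U2OS (odds ratio 5.08, 95% interval 3.59 to 7.32). Against a signal without BG4 as the source of all these regions stands that 14.0% of them overlapped a called MCF7 control peak, fewer than the 43.5% of MCF7-only regions elsewhere and the 57.5% of shared regions, though a control signal under the peak limit would not be seen. The p value and the interval above treat neighbouring regions as independent, which they are not. More G4s per cell from more copies remain an open biological explanation for the regions that do hold a motif, and the pattern is carried mainly by 4 of the 8 windows. The other 4 held 13 MCF7-only and 54 U2OS-only regions (19.4% MCF7-only, against 5.52% in windows of the other listed genes). Without the BCAS1 window the odds ratio was 47.6.

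Bulk libraries of 10,000 MCF7 cells, which are not among those of Supplementary Table S1, had 254 and 1058 peaks with BG4, above the 35 and 37 without primary antibody. The paper sets aggregated single nuclei beside bulk libraries of about 10,000 cells, and whether these are among them is not stated in the text used here.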

How the results depend on the processing

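Windows as units, each window left out and line-only regions called before listed promoters were left out were tests chosen after seeing the data. Over 42 results, 183 alternatives were run, 129 stayed on the same side of their threshold or within their spread, and 18 reversed, all of them log2 odds ratios of gene lists that did not pass the threshold in the main analysis or in that alternative. Between K562 and U2OS the luminal breast list went from 1.55 to -1.43 in all 3 replicates, -1.68 with the 15000 highest peaks and -1.33 to 1.04 with 1 replicate left out, the oncogenes from 0.32 to -1.96, -0.94 and -1.86 to -0.54, and the genes of other tissues from -0.04 to 0.16 in all 3 replicates and -0.54 to 0.55 with 1 left out. Between MCF7 and U2OS the 9000 highest peaks gave -0.75 for DNA repair, -0.74 for HOX, -1.48 for cell cycle and 1.58 for ribosomal protein genes, and single-nuclei peaks -0.042 for DNA repair and 0.44 for mesenchymal genes. The cause of the changes below was not tested, except where fewer samples or shorter lists make them.

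Regions in K562 alone were 24.6% when no library of the other line might hold a peak, 24.0% at a maximum signal of at least 16 and 47.5% without regions in peaks of control libraries, and those in U2OS alone 53.8%, 54.5% and 78.4%, and 41.1% with the 15000 highest peaks. The 10,000-cell share was 98.8% at a signal of at least 16. Motif folds over random places were 1.06 in K562, 1.05 in U2OS and 1.04 in MCF7 with matched GC content, and 3.25, 2.89 and 3.59 with loops of up to 12 bases. The number of lists that passed between MCF7 and U2OS was 0 with single-nuclei peaks and 0 with the 9000 highest peaks, against 1. Single-nuclei peaks were in 10,000 bulk nuclei of their line in 96.6% for U2OS and 96.7% for MCF7, and MCF7 peaks were covered by at least 50% in the 50,000-cell consensus in 66.4%. With peaks in both replicates, the mixed library shares were 50.2% U2OS, 2.58% MCF7, 13.9% both and 33.3% neither. The copy number log2 odds ratio of 6.06 ranged from 4.14 with single-nuclei peaks to 6.80 with 0.5 Mb windows, and leaving out 1 window gave odds ratios from 47.6 to 76.2.

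Leaving out 1 replicate gave a log2 ratio of BG4 to control peaks from 2.69 to 3.60 (exact permutation test, p = 0.0556, the smallest possible), of U2OS to K562 from 0.80 to 1.11, shares in K562 alone from 25.8% to 35.1% (25.8% without replicate 2) and in U2OS alone from 62.1% to 64.5%, a similarity difference from 0.229 to 0.316, a motif difference from 18.0 to 20.7 points, motif folds from 3.88 to 4.43, from 3.46 to 3.73 and from 4.65 to 4.97, shares inside 100,000-cell regions from 94.0% to 99.4% and from 99.3% to 99.5%, from 1 to 3 lists past the threshold (3 without replicate 1) and from 1558 to 1678 line-specific genes. With the replicate block, the log2 ratio of BG4 to control peaks stayed 3.25 (p = 0.03125, exact sign-flip test) and that of U2OS to K562 0.93 (p = 0.25). Replicate numbers did not pair the lines in where BG4 peaks lay, since deviations of the same numbers correlated at -0.056, 0.021 and -0.061. Peak numbers were not checked in this way. Replicate 3 of both lines was in another sequencing pool than the other replicates. Its control libraries had the fewest peaks in both lines, 1419 in K562 and 2461 in U2OS, so that a pairing in peak numbers stays open. Depth limits how many low peaks a list holds, and the depth of control libraries was not used here.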

Differences from the paper's values

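Among the values compared, none that the paper states and that was computed here in the same way differed both by more than the larger error and by more than 1.5-fold. The merged set of U2OS and MCF7 bulk regions held 36887 regions, and the paper's methods give 39,040. In the legend of Fig. 2d the paper presents CAPN5 and HMGN1 as genes whose promoter peak is specific to 1 line. In the unmixed single nuclei CAPN5 had a promoter peak in 2 of 2 U2OS and 0 of 2 MCF7 replicates, as in the legend, but it had one in 4 of 4 bulk MCF7 libraries. HMGN1 had one in 2 of 2 single-nuclei replicates of both lines, in 6 of 6 bulk libraries of 100,000 U2OS cells and in 4 of 4 of 50,000 MCF7 cells. The other pair of genes in that legend, CNGA4 and ALDH6A1, had promoter peaks in both lines, as there.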

Other observations

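More luminal breast genes had a promoter region in U2OS alone than in bulk MCF7 alone, but relative to all other genes the balance leaned to MCF7 with the bulk consensus. Of 30 luminal breast genes, 4 had a promoter region in MCF7 alone, 9 in U2OS alone, 5 in both and 12 in neither, against 189 and 6302 of all other genes in MCF7 alone and U2OS alone (log2 odds ratio 3.98, adjusted p = 0.00392, two-sided Fisher's exact test over 9 lists). With single-nuclei peaks the log2 odds ratio was 2.60 (adjusted p = 1) and with the 9000 highest peaks 1.95 (adjusted p = 0.287, Fisher's exact test), so that neither passed. ESRP1, a splicing regulator of epithelial cells, and GRHL2, an epithelial transcription factor, had promoter peaks in 4 of 4 MCF7 and 0 of 6 U2OS libraries, while ESR1, the oestrogen receptor gene, had one in 1 of 4 MCF7 libraries. No other list passed. By the same Fisher's exact test, of 32 mesenchymal and bone genes 0 were in MCF7 alone and 18 in U2OS alone (adjusted p = 1), of 39 HOX genes 0 and 14 (adjusted p = 1), of 55 ribosomal protein genes 0 and 39 (adjusted p = 1), of 30 cell cycle genes 0 and 14 (adjusted p = 1), of 30 DNA repair genes 0 and 10 (adjusted p = 1), of 32 erythroid and myeloid genes 1 and 5 (adjusted p = 0.496), of 18 oncogenes 1 and 9 (adjusted p = 0.586) and of 30 genes of other tissues 1 and 1 (adjusted p = 0.263). These numbers carry the shorter MCF7 list, with 6050 genes at promoter regions against 12168 in U2OS. Of all genes with a region in 1 line alone, 193 were in MCF7 and 6311 in U2OS. Lists of these sizes could therefore not pass toward U2OS, even with 0 genes in MCF7 alone. For the lists with 0 genes in MCF7 alone, the test does not decide whether they lean to U2OS.

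Genes with a promoter peak in all 4 bulk MCF7 and no U2OS library numbered 130, and the converse 1987. TBX2, a transcription factor gene on chromosome 17 from 61399843 to 61409466 inside the window around BRIP1, led the former, at a mean height percentile of 99.8, followed by BCAS1, KLHL26 and KIF12. In single nuclei, 0 of 2 MCF7 replicates had a promoter peak at TBX2. FER, a tyrosine kinase gene, and ARHGAP28 led the U2OS genes, both at 99.6, and had a promoter peak in 1 of 3 and 3 of 3 U2OS libraries without primary antibody. Bulk MCF7 cells had 12096 ± 2405 peaks with BG4 and 4026 ± 175 without primary antibody (SD, n = 2 each), and 64.5% ± 1.08 of the BG4 peaks held the G4 motif. Of the peaks without primary antibody, 72.3% and 71.5% held it. Their mean GC content was 63.7% and 64.3%, against 61.5% ± 0.868 for the BG4 peaks.

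The test of promoters within bins of GC content and the one on other splits of the replicates were chosen after the results had been seen. BG4 regions hold the motif more often than random places, and GC content is a candidate explanation. At promoters, those with a motif had a K562 region more often than those without (odds ratio 1.86), but within bins of GC content the odds ratio was 0.885 (95% interval 0.825 to 0.949), in U2OS 1.05 (0.978 to 1.13) and in MCF7 0.956 (0.887 to 1.03). Pooled over bins, the excess at promoters was thus small or absent, as GC content as its source needs. Within bins, K562 promoters with a motif had a region less often, which GC content alone would not give. Peaks without primary antibody gave odds ratios of 0.880 (0.812 to 0.954) in K562 and 0.898 (0.827 to 0.976) in U2OS within bins. The pattern was thus not particular to BG4. This test did not cover regions outside promoters, and the motif's own runs count toward the GC content held equal. Single bins differed, in differences that were not tested. From 40% to 45% GC, promoters with a motif had a region more often in K562 (30.3% against 22.7%), U2OS (44.9% against 28.4%) and MCF7 (13.2% against 7.96%), and from 65% to 70% less often (63.7% against 78.2%, 70.1% against 81.0% and 40.1% against 56.9%), so that an excess stays open for promoters of low GC content. G4s without this motif, expression and chromatin accessibility were not analysed here.

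Protein-coding genes with a promoter peak in every library of one line and in none of the other numbered 1361 between K562 and U2OS. Among the 10 splits of the 6 biological replicates 1, the real one, gave as many, and the highest other split gave 8. The splits are too few for a share under 0.05.

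Regions found in K562 alone were crowded on chromosome 22. From 19000001 to 23000000 of hg38, successive megabases held 91, 94, 88 and 121 of them, and the next most crowded megabase, on chromosome 9 from 131000001 to 132000000, held 53. The 20 most crowded megabases held 13.2% of the regions in K562 alone, 3.00% of those in U2OS alone and 5.61% of the K562 regions shared with U2OS. In K562 the crowded regions held the G4 motif in 53.3%, against 32.6% of the others, the opposite order to MCF7, where the 20 megabases held 58.1% of the MCF7-only regions, with the motif in 20.8% against 54.1%. No copy number of K562 was used here.

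One bulk library of 10,000 nuclei, for which the label and the name of the file differ, had 26532 peaks with a median length of 1510.5 bases and a median maximum signal of 13. It was given no condition. In the titration, libraries without primary antibody had peaks at 60.6% of the 100,000-cell and 66.1% of the 50,000-cell consensus regions, and in MCF7 at 42.5% of the 50,000-cell regions (n = 2 each). In the shared regions of the 100,000-cell libraries 50.8% in K562 and 50.7% in U2OS overlapped a control peak, against 12.6% of the regions in K562 alone and 5.63% of those in U2OS alone.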
